A study of Mus musculus with 8 samples. Its data were reported in "Regulation of mammalian 3D genome organization and histone H3K9 dimethylation by H3K9 methyltransferases" (2021).

How the data were processed

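Hi-C, a proximity-ligation assay that counts how often pairs of genomic loci touch in fixed nuclei, was done in mouse embryonic stem cells (mESCs) lacking or inhibited for H3K9 methyltransferases. The 8 groups held 1 library each. The Setdb1 line is a conditional knockout in which 4-hydroxytamoxifen (4-OHT) removes SETDB1, and its 4 groups were untreated cells (Setdb1 WT), cells given UNC0642 (Setdb1 WT + UNC), cells given 4-OHT (Setdb1 KO) and cells given both (Setdb1 KO + UNC). UNC0642 is an inhibitor of the methyltransferases G9a and GLP and was given at 2 µM for 3 days. 4-OHT was given at 800 nM for 5 days in Setdb1 KO and for 2 days ahead of UNC0642 in Setdb1 KO + UNC. No other group was given 4-OHT, so 4-OHT exposure and SETDB1 loss cannot be told apart. The other 4 groups were Suv39h WT, Suv39h WT + UNC, Suv39h DKO (lacking both SUV39H1 and SUV39H2) and Suv39h DKO + UNC. Suv39h WT and DKO are separate clones, so clone and genotype cannot be told apart. The study states that Hi-C was repeated, but which repeat, or whether a pool, each file holds is not stated.

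The values are compartment scores made and deposited by the authors. The authors cut the chromatin with DpnII, aligned the reads to the mouse genome mm10 with the 4D Nucleome Hi-C pipeline, kept alignments with a mapping quality above 10, built contact matrices with Juicer Tools, and took the first eigenvector of each autosome's KR-normalised intrachromosomal map in 100-kb bins. A positive score marks the A compartment (active chromatin) and a negative score the B compartment (inactive chromatin). The score has no physical unit. The score files carry no read counts, and sequencing totals and the agreement between repeats were not used here, so no depth-based floor or error is given. Sex chromosomes were not scored.

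In every library and on every one of the 19 autosomes, the deposited scores average 0, and their squares sum to between 0.832 and 0.997. An eigenvector of unit length whose mean was subtracted would have these properties. The subtracted mean implied by this reading lies between 0.00165 and 0.0112. This step is not described by the authors and is inferred from the values. Because each chromosome averages 0 in each library, a general rise or fall of the scores cannot appear in the files. Only a redistribution within a chromosome can.

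Of the 24005 bins scored in any library, the 23972 present in all 8 were used. The remaining 33 bins were missing from at least 1 library, and 28 of them lie on chromosomes 4, 7 and 14. All autosomes correlated positively with Setdb1 WT in every library (lowest r 0.924), so no chromosome had to be turned or left out. Every bin fitted inside the GRCm38 chromosomes, which share coordinates with mm10, and genes were taken from GENCODE vM21 (20807 protein-coding autosomal genes).

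A bin was counted as maintained where its score kept its sign, as B to A where it went from negative to positive, and as A to B in the reverse case. Each of the 6 perturbed libraries was compared with the untreated WT library of its own line, and Suv39h WT against Setdb1 WT served as the background between lines. Shares are given with 95% Wilson confidence intervals. Neighbouring bins are not independent, so these intervals are too narrow and cover no variation between cultures. Bins rising or falling by at least 0.01 were counted for the same contrasts and for the knockout contrasts under UNC0642. Agreement between changes was measured by Pearson and Spearman correlation across bins with its range over autosomes. No p-values were computed across bins for comparisons of 1 library with 1.

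Per-bin tests used limma 3.58.1 in R 4.3.3 on the scores, with background (Setdb1 WT, Setdb1 KO, Suv39h WT, Suv39h DKO) as a block and UNC0642 as a coefficient, empirical Bayes moderation and Benjamini-Hochberg adjustment at 0.05. The same fit gave the SETDB1 and SUV39H1/2 contrasts from 2 libraries against 2. A further fit added a line by UNC0642 term. The fit left 3 residual degrees of freedom, to which the prior added 7.24, with a prior residual SD of 0.00305. The procedure was tested on simulated scores for all 23972 bins, of which 200 were changed. It recovered 98.5% of UNC0642 changes of 0.02 with 7 false calls, 82% of SETDB1 changes of 0.02 with 12 false calls, and 0% of UNC0642 changes of 0.01. With no change simulated, the UNC0642 test made 0 calls. The SETDB1 test was not run without a change.

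Named regions were runs of at least 2 adjacent bins changing by at least 0.01 with the same sign in every pair of a comparison. For each comparison and direction the 3 longest runs were named, ties going to the larger mean change. The samples, designs, named-region rule and most alternatives were fixed before the data were examined. The alternatives were root-mean-square scaling of each chromosome to Setdb1 WT, quantile normalization, means of 500 kb, a change of 0.02, a control score of at least 0.005 either way, other limma settings, and subsets of libraries. Removal of GC content by a linear fit, adding back the implied chromosome mean with either sign, and other pairings of the Setdb1 libraries were chosen after seeing the data. Further computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.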

Results

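To examine how loss of H3K9 methyltransferase activity relates to nuclear compartments, compartment scores in 100-kb bins were compared across 8 Hi-C libraries of mESCs, 1 for each combination of line, genotype and UNC0642 treatment. Each group had 1 set of scores here, so differences between 2 libraries have no replicate check from these files. The SD of the scores across bins, from 0.0270 in Suv39h DKO + UNC to 0.0274 in Setdb1 KO, is nearly fixed by the length of the eigenvectors and does not compare the libraries. The A compartment took 44.5% of bins in Setdb1 WT, 44.7% in Setdb1 WT + UNC, 44.7% in Setdb1 KO and 44.6% in Setdb1 KO + UNC. The corresponding A shares were 44.8% in Suv39h WT, 45.2% in Suv39h WT + UNC, 46.0% in Suv39h DKO and 46.3% in Suv39h DKO + UNC.

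The libraries resembled each other closely. Across the 28 pairs of libraries, Pearson r across bins ran from 0.958 to 0.990. Setdb1 WT correlated at 0.989 with Setdb1 KO and at 0.988 with Setdb1 KO + UNC, but at 0.978 with Setdb1 WT + UNC. Setdb1 WT + UNC correlated on average at 0.972 with the other libraries of its own line and at 0.976 with the Suv39h libraries. Setdb1 WT showed the opposite order, with averages of 0.985 and 0.969. Contrasts that use Setdb1 WT + UNC therefore contain a difference that resembles the one between lines.

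**Figure D1:**
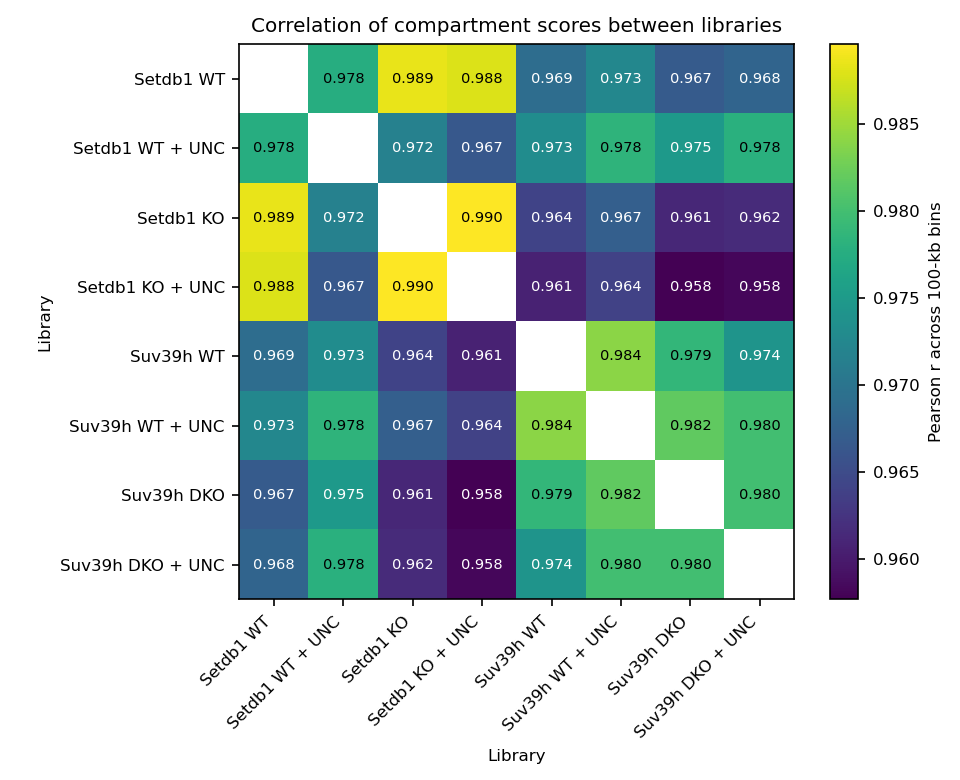
Heat map of Pearson r across 23972 bins of 100 kb for every pair of the 8 libraries, with the value printed in each cell and the colour scale running from low (dark) to high (bright). Setdb1 WT, KO and KO + UNC correlate with each other at 0.988 to 0.990, while Setdb1 WT + UNC correlates at 0.973 to 0.978 with the Suv39h libraries.

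To ask whether the compartment pattern was maintained, the sign of each bin was compared with the untreated WT library of the same line. The maintained share was 94.9% in Setdb1 WT + UNC (95% Wilson interval 94.6% to 95.1%), 96.8% in Setdb1 KO (96.5% to 97.0%) and 96.4% in Setdb1 KO + UNC (96.2% to 96.6%). In the Suv39h lines it was 96.1% in Suv39h WT + UNC (95.8% to 96.3%), 95.4% in Suv39h DKO (95.1% to 95.6%) and 95.0% in Suv39h DKO + UNC (94.7% to 95.2%). The background, Suv39h WT against Setdb1 WT, was 94.5% (94.2% to 94.8%). Every perturbed library thus kept a larger share than separated the untreated WT lines, although for Setdb1 WT + UNC, Suv39h DKO and Suv39h DKO + UNC the margin was below 1 percentage point. The alternative that moved these shares most was the restriction to bins with a control score of at least 0.005 either way, under which Setdb1 WT + UNC maintained 98.04%.

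Among the bins that switched, B to A and A to B changes were nearly balanced in the Setdb1 line. B to A made up 2.67% of bins and A to B 2.45% in Setdb1 WT + UNC, against 1.71% and 1.51% in Setdb1 KO and 1.87% and 1.71% in Setdb1 KO + UNC. Suv39h WT + UNC was also close to balance, with 2.13% B to A and 1.79% A to B. The DKO libraries were less balanced. In Suv39h DKO, 699 bins (2.92%) went from B to A and 411 bins (1.71%) from A to B, and in Suv39h DKO + UNC the numbers were 782 bins (3.26%) and 428 bins (1.79%). Both imbalances depended on the centring of the scores. With the implied chromosome mean added, 2.68% of bins went from B to A and 2.56% from A to B in Suv39h DKO, and 4.18% and 1.99% in Suv39h DKO + UNC. With it subtracted once more, the shares were 3.20% and 1.39% in Suv39h DKO, and 2.69% and 2.33% in Suv39h DKO + UNC. The background between lines was 2.94% B to A and 2.59% A to B. It was 3.85% and 2.75% with the mean added, and 2.41% and 2.72% with it subtracted. Setdb1 KO moved to 1.84% and 2.14% with the mean added, and to 1.71% and 1.28% with it subtracted. For Suv39h WT + UNC these shares were 2.20% and 2.46%, and 2.19% and 1.54%. Setdb1 WT + UNC and Setdb1 KO + UNC stayed close to balance with either sign.

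The size of the changes was then assessed as the number of bins whose score rose or fell by at least 0.01. In Setdb1 WT + UNC, 841 bins rose and 1108 fell, 8.13% of all bins. The numbers were lower in Setdb1 KO, with 336 rising and 211 falling, and in Setdb1 KO + UNC, with 351 rising and 283 falling. In Suv39h WT + UNC 542 bins rose and 607 fell, in Suv39h DKO 873 rose and 895 fell, and in Suv39h DKO + UNC 1086 rose and 1263 fell. Between the untreated WT lines 1361 bins rose and 1504 fell, 12.0% of all bins, more than in any of these 6 contrasts. At a change of 0.02 the Setdb1 WT + UNC counts dropped to 30 rising and 107 falling bins. For Suv39h DKO + UNC the rising share of changed bins was 46.2% as deposited, 65.4% with the implied chromosome mean added and 27.8% with it subtracted. For Suv39h DKO it was 49.4% as deposited, 41.2% with the mean added and 56.8% with it subtracted. No direction can therefore be given for either contrast.

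**Figure D2:**
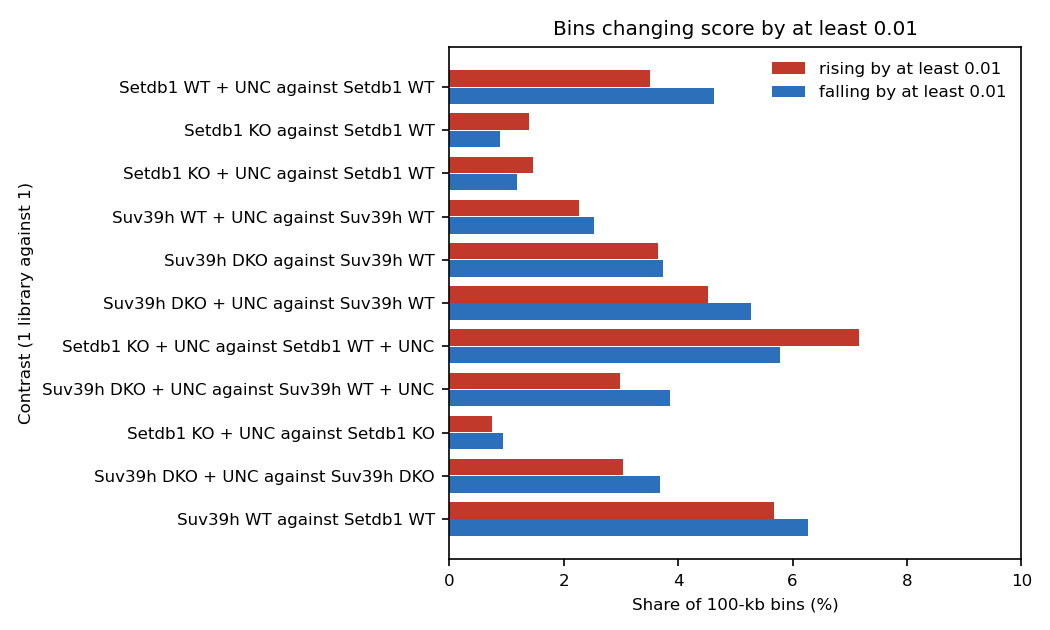
Horizontal bars give the share of 23972 bins of 100 kb (percent, x axis from 0) whose score rose (red) or fell (blue) by at least 0.01 in each contrast of 1 library against 1 (y axis). The contrast of Suv39h WT against Setdb1 WT and that of Setdb1 KO + UNC against Setdb1 WT + UNC have the longest bars, at 12.0% and 12.9% of bins in total.

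The knockouts were also compared under UNC0642. Setdb1 KO + UNC differed from Setdb1 WT + UNC in 1716 rising and 1388 falling bins and maintained 93.7% of compartments, the lowest share of the contrasts made here. By comparison, Setdb1 KO + UNC differed from Setdb1 KO in 181 rising and 224 falling bins and maintained 96.9%. The large contrast therefore rested on Setdb1 WT + UNC, the library that differed from the rest of its line. Suv39h DKO + UNC differed from Suv39h WT + UNC in 714 rising and 925 falling bins and maintained 95.4%. There too the rising share, 43.6% as deposited, depended on the centring, at 67.8% with the implied mean added and 22.9% with it subtracted.

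To ask whether UNC0642 changed the same bins in different cells, the UNC0642 change in Setdb1 WT was correlated with that in Suv39h WT. These changes share no library, so noise of a common control cannot relate them. Across bins, which are not independent replicates, Pearson r was 0.0496 and Spearman rho 0.0387. By autosome r ranged from -0.0596 to 0.166 and was positive on 14 of 19. With means of 500 kb r was 0.126. Over all 6 pairs of UNC0642 changes r lay between -0.144 and 0.0699. The lowest value came from the Setdb1 WT and Setdb1 KO backgrounds of the same line. The genotype changes agreed more across bins. SETDB1 loss without UNC0642 and with it, again sharing no library, correlated at 0.196 (0.0595 to 0.327 by autosome), and SUV39H1/2 loss at 0.188 (0.0785 to 0.417). Both SUV39H1/2 changes compare the same WT and DKO clones, so a fixed clone difference would also give agreement. The SETDB1 change with UNC0642 has Setdb1 WT + UNC as its control, the library that differed from the rest of its line.

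**Figure D3:**
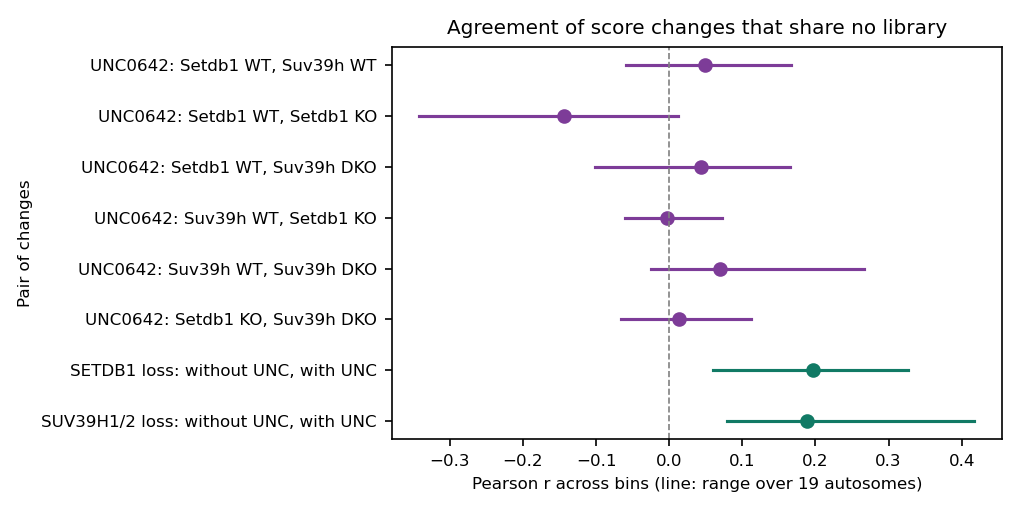
Points give Pearson r across bins (x axis) between 2 score changes that share no library (y axis), and lines give the range of r over 19 autosomes; purple marks pairs of UNC0642 changes, named by their backgrounds, and green the genotype changes. The 6 UNC0642 pairs lie between -0.144 and 0.0699, and the 2 genotype pairs at 0.196 and 0.188.

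Whether any bin changed beyond the spread between backgrounds was tested with limma. For UNC0642, with 4 treated and 4 untreated libraries paired by background, 0 bins rose and 0 fell at an adjusted p under 0.05, and the lowest limma adjusted p was 0.807. At an unadjusted p under 0.05 there were 1187 bins, 552 rising and 635 falling, where 1199 would be expected by chance. For SETDB1 loss limma called 0 bins in either direction (lowest adjusted p 0.274), with 2182 bins at an unadjusted p under 0.05, 1237 rising and 945 falling. For SUV39H1/2 loss it called 0 bins in either direction (lowest adjusted p 0.280), with 2302 bins at an unadjusted p under 0.05, 1140 rising and 1162 falling. Both genotype counts were above the 1199 expected by chance. This excess names no bin, and neighbouring bins are not independent. A fixed difference between the Suv39h clones would also add to the SUV39H1/2 count. The line by UNC0642 term also gave 0 bins each way, with 880 at an unadjusted p under 0.05. In simulated scores with 200 changed bins, the same test recovered nearly all UNC0642 changes of 0.02 but 0% of changes of 0.01. The simulated change was equal in every pair and the noise was independent between bins. Recovery with an adjusted p depends on the number of changed bins, so these shares hold for that setting only. Changes of 0.01 in few bins could thus have gone undetected here.

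The combination of UNC0642 with a knockout was compared with the sum of its parts. The UNC0642 change in the knockout differed from that in WT by at least 0.01 in 15.7% of bins in the Setdb1 line, 1891 upward and 1870 downward. In the Suv39h lines this was 14.4%, 1709 upward and 1739 downward. Much of the Setdb1 departure comes from Setdb1 WT + UNC, the library that differed from the rest of its line. It differed from Setdb1 WT by at least 0.01 in 8.13% of bins, against 1.69% for Setdb1 KO + UNC from Setdb1 KO. Across bins the combined change correlated at 0.322 with the sum of the separate changes in the Setdb1 line and at 0.637 in the Suv39h lines. These correlations share the WT control on both sides, which raises them. Their value without any change was not computed, so they do not show how additive the changes are. The combined change was smaller than the sum of the separate changes in both, with SDs of 0.00425 against 0.00765 in the Setdb1 line and 0.00616 against 0.00915 in the Suv39h lines. The sum carries the noise of 2 changes, which raises its SD. In the Setdb1 line the sum also carries the shift of Setdb1 WT + UNC. Without replicates these departures from additivity cannot be separated from variation between libraries in these files.

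Bins changing by at least 0.01 in the same direction in every pair of a comparison were then located. For UNC0642, 1 bin rose and 0 fell in all 4 pairs, and no run of adjacent bins was found. A change of the same sign, whatever its size, occurred in all 4 pairs in 12.7% of bins, against 12.5% for random signs. In both pairs of a genotype comparison it occurred in 54.4% of bins for SETDB1 loss and 56.0% for SUV39H1/2 loss, against 50%. For SETDB1 loss 136 bins rose and 31 fell in both pairs, and the rising bins formed 10 runs and the falling bins 0. For SUV39H1/2 loss 84 bins rose and 122 fell, in 2 and 8 runs. With the implied chromosome mean added the latter numbers were 112 and 98, and with it subtracted 61 and 158.

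The longest run rising with SETDB1 loss covered 6 bins of chromosome 13, from 22100001 to 22700000 (mm10), a cluster of vomeronasal receptor genes from Vmn1r189 to Vmn1r206 with 17 protein-coding genes. Its mean score was -0.00405 in Setdb1 WT and -0.0143 in Setdb1 WT + UNC. It was 0.01002 in Setdb1 KO and 0.00837 in Setdb1 KO + UNC. As deposited, the region thus switched from B to A in both comparisons. It was not tested with the implied chromosome mean added. The -0.00405 of Setdb1 WT is smaller in size than that library's median implied mean, 0.00583. The switch without UNC0642 may therefore depend on the centring. In the 4 Suv39h libraries the mean score of the region lay between -0.0175 and -0.0123. The mean change was 0.0141 without UNC0642 and 0.0227 with it. The second run lay on chromosome 16 from 36100001 to 36300000, over 6 protein-coding genes that include Csta1, Stfa2l1 and Stfa1. Its mean score was 0.0264 in Setdb1 WT and 0.0430 in Setdb1 KO, and 0.0116 in Setdb1 WT + UNC and 0.0404 in Setdb1 KO + UNC. The third, on chromosome 13 from 75600001 to 75800000, holds Ell2 (75706757 to 75772364, plus strand) and rose from -0.00173 to 0.00918 without UNC0642 and from -0.0181 to 0.0138 with it. In each of these regions Setdb1 WT + UNC scored below Setdb1 WT. Mean scores of the Suv39h libraries lay between 0.009999 and 0.0154 in the second region and between -0.0158 and -0.0103 in the third. Setdb1 WT + UNC was inside the Suv39h range in the first and second regions and below it in the third. The larger rises with UNC0642 thus come mostly from this low control. They do not show a stronger effect of SETDB1 loss under UNC0642. The lowest limma adjusted p in each of these regions was 0.274.

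**Figure D4:**
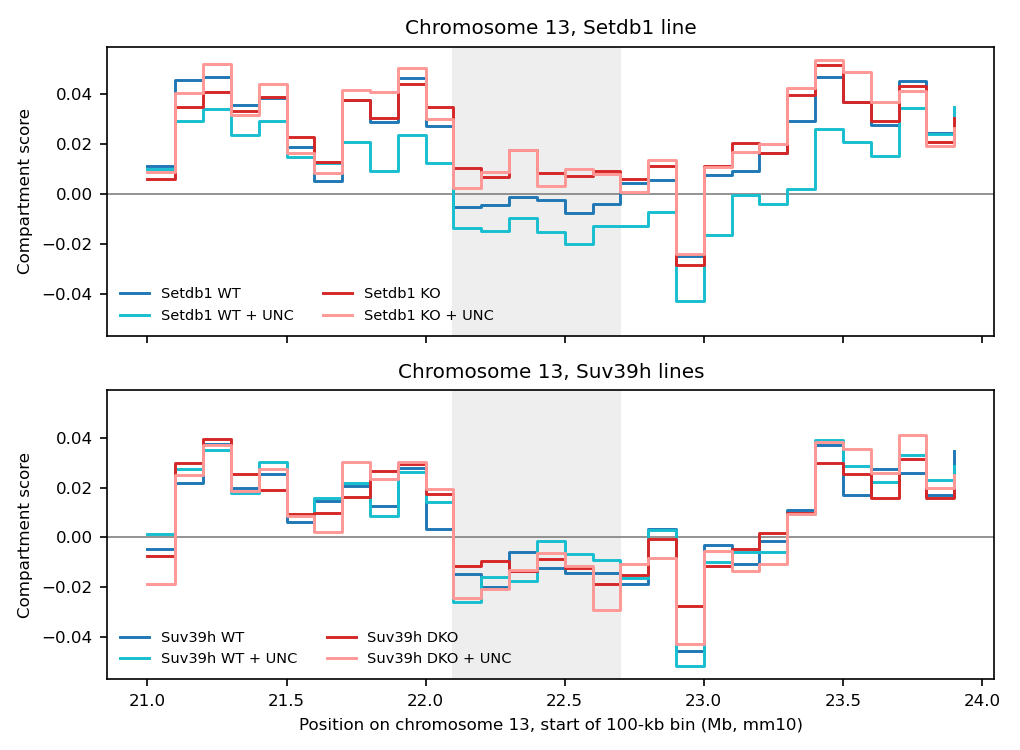
Compartment score (y axis) by 100-kb bin along chromosome 13 between 21 and 24 Mb (x axis, mm10) in the 4 libraries of the Setdb1 line (upper panel) and the 4 Suv39h libraries (lower panel); the shaded run spans 22.1 to 22.7 Mb. Inside it the means of Setdb1 KO (0.01002) and Setdb1 KO + UNC (0.00837) are above 0 and those of the other 6 libraries are below 0.

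With SUV39H1/2 loss, the rising runs were on chromosome 18 from 62700001 to 62900000, overlapping Spink13, and on chromosome 13 from 68800001 to 69000000, overlapping Adcy2. Their mean changes were 0.0138 and 0.0125. The falling runs named by the rule all lay near the start of chromosome 1, from 3600001 to 4200000 (Xkr4 and Rp1), from 4300001 to 4800000 (Rp1, Sox17 and Mrpl15) and from 3200001 to 3500000 (Xkr4), with mean changes of -0.0188, -0.0170 and -0.0195. The lowest limma adjusted p over these 5 regions was 0.356. In the longest of them the mean score was 0.0455 in Suv39h WT, 0.0284 in Suv39h WT + UNC, 0.0289 in Suv39h DKO and 0.00741 in Suv39h DKO + UNC, and 0.00882 to 0.0133 in the Setdb1 line. The fall was -0.0165 without UNC0642 and -0.0210 with it. Suv39h WT had the highest score there, and Suv39h DKO and Suv39h WT + UNC had nearly equal scores.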

Values the study reported

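From scores in 100-kb bins, the study gave the conserved share of compartment profiles as above 94% for every sample.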

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

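The tests in this part were chosen after the result was seen. Among 6 measures per library, tested for an extreme library in 4 sets of 4 libraries (24 tests), 2 found a library far from the others, against 1.2 expected by chance, and both concern Suv39h DKO + UNC among the libraries given UNC0642. Its score SD across bins was 0.0270, the lowest of the 4, and the median chromosome mean implied by its sums of squares was 0.00800, the highest. These are largely the same fact, because a larger subtracted mean leaves a smaller SD in a vector of unit length. Suv39h DKO + UNC had the largest implied mean of the 8 libraries on 18 of 19 autosomes, so a few chromosomes do not account for it. A UNC0642 effect would have raised the implied mean in all 4 backgrounds, and it was higher with UNC0642 in 2. The remaining candidate explanations are the depth or quality of this library, which the scores do not give, and a combined effect of SUV39H1/2 loss and UNC0642, for which there is 1 library. With 1 library, the pattern cannot be told apart from a technical one.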

How the results depend on the processing

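The limma counts of UNC0642, SETDB1 loss, SUV39H1/2 loss and the line by UNC0642 term were 0 in both directions under every alternative run. Across these alternatives the lowest limma adjusted p was between 0.412 and 1.00 for UNC0642, 0.167 and 0.485 for SETDB1 loss, 0.0966 and 0.295 for SUV39H1/2 loss, and 0.330 and 1.00 for the line by UNC0642 term. The 4 UNC0642 fits that each left out a background pair gave 0 bins, with 944 to 1574 at an unadjusted p under 0.05. Without the block there were 477 such bins, and with GC content removed 1173. No chromosome correlated under 0.8 with Setdb1 WT and none needed turning, so those alternatives could not move a result and show no stability.

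Maintained shares, in the order Setdb1 WT + UNC, Setdb1 KO, Setdb1 KO + UNC, Suv39h WT + UNC, Suv39h DKO, Suv39h DKO + UNC and Suv39h WT against Setdb1 WT, were 98.04%, 99.4%, 99.2%, 99.0%, 98.6%, 98.2% and 97.7% with control scores of at least 0.005 either way, so most switching bins lay near 0. With means of 500 kb they were 95.4%, 98.02%, 97.8%, 97.7%, 97.1%, 96.3% and 95.6%. There Setdb1 WT + UNC maintained less than the background between lines, where it had maintained more at 100 kb. With the implied chromosome mean added they were 94.4%, 96.0%, 95.7%, 95.3%, 94.8%, 93.8% and 93.4%. With it subtracted, 3 conditions and the background moved outside their intervals, to 95.5% in Setdb1 WT + UNC, 97.0% in Setdb1 KO, 96.8% in Setdb1 KO + UNC and 94.9% between lines. The sign of each chromosome's mean is not known. Mixed signs were not run, so these values are examples of the effect of centring and not its limits.

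At a change of 0.02, the rising and falling bins numbered 30 and 107 in Setdb1 WT + UNC, 4 and 0 in Setdb1 KO, 9 and 2 in Setdb1 KO + UNC, 10 and 13 in Suv39h WT + UNC, 25 and 44 in Suv39h DKO and 34 and 97 in Suv39h DKO + UNC. They were 321 and 94 for Setdb1 KO + UNC against Setdb1 WT + UNC, 13 and 36 for Suv39h DKO + UNC against Suv39h WT + UNC, and 114 and 171 between lines. Root-mean-square scaling and quantile normalization left each of these counts at 0.01 within 1.5 times its value. The share of bins departing from additivity fell to 1.58% in the Setdb1 line and 1.02% in the Suv39h lines at 0.02.

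The correlation of UNC0642 changes between lines was 0.126 with means of 500 kb and between 0.0350 and 0.0552 under the alternatives other than that. The cause was not tested. Bins falling in both pairs with SETDB1 loss numbered 50 with the pairing exchanged (Setdb1 KO + UNC minus Setdb1 WT, Setdb1 KO minus Setdb1 WT + UNC) and 49 with Setdb1 WT as the control of both, against 31. Among the B to A and A to B shares, 49 values moved outside their intervals, 11 higher and 38 lower, all under the 500-kb, 0.005 and implied-mean alternatives. The 8 named regions kept their direction and size under both scalings. Depth was not used here, and with 1 set of scores per group these files alone do not separate noise of the eigenvector from change.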

Other observations

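Except where stated, the tests in this part were written down before their result was seen, for patterns noticed in the same data. The comparison of UNC0642 changes between lines and the exchange of labels within backgrounds were chosen after their values were seen, as were the test of zinc finger bins without Setdb1 WT + UNC and that of chromosome 1 without Suv39h WT.

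The UNC0642 test was repeated with treated and untreated labels exchanged within backgrounds, which gives 8 splits of the 8 libraries. All 8 splits gave as many bins at an adjusted p under 0.05 as the real labels, namely 0, so this count shows little. At an unadjusted p under 0.05, 5 of the 8 splits, the real one included, gave at least the 1187 bins of the real labels, in a range of 836 to 1603. With 8 splits the smallest share is 0.125, so the design cannot show a UNC0642 effect in this way.

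Setdb1 WT + UNC lay between the lines. On a scale where the mean of Setdb1 KO and Setdb1 KO + UNC is 0 and the mean of the DKO libraries is 1, Setdb1 WT was at 0.218, Setdb1 WT + UNC at 0.650, Suv39h WT at 0.755 and Suv39h WT + UNC at 0.770. A UNC0642 change shared with the Suv39h WT line has little support, since the UNC0642 changes correlated at 0.0496, and at 0.126 with means of 500 kb. Noise lowers such correlations, so a small shared change is not excluded. With GC content removed by a linear fit the position was 0.639. Setdb1 WT + UNC minus Setdb1 WT correlated with GC content at 0.175, so there was GC-linked change to remove. A linear GC difference therefore accounts for little of the position, and other forms of GC bias were not tested. With means of 500 kb it was 0.738, so noise of single bins does not account for it. It passed 0.5 on 16 of 19 autosomes, so a few chromosomes did not carry it. At 711 bins that separate the lines, chosen without Setdb1 WT or Setdb1 WT + UNC, the median position was 0.804 for Setdb1 WT + UNC and 0.252 for Setdb1 WT, against 0.981 for Suv39h WT and 0.946 for Suv39h WT + UNC. The value fits a sample mixed with or prepared alongside the Suv39h libraries better than one taken from them, although it largely restates the position over all bins. Setdb1 WT + UNC also correlated more with Setdb1 WT (0.978) than any Suv39h library did (0.967 to 0.973). No batch is named in the labels, and the scores hold no genotype, so a mixed sample, a shared batch and an effect of UNC0642 particular to these cells cannot be told apart. Setdb1 KO + UNC, given the same inhibitor, correlated at 0.990 with Setdb1 KO. Any use of these Setdb1 WT + UNC scores as evidence on UNC0642 carries this limit. The study linked score gains to loss of H3K9 dimethylation. It also reported that link in repeat data and in published data from mESCs lacking G9a and GLP, which were not examined here.

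SETDB1 loss raised 136 bins and lowered 31 in both pairs, a rising share of 81.4%, whereas the SUV39H1/2 share was 40.8%. The excess held for changes of at least 0.01. At any size, 5999 bins rose and 7044 fell in both SETDB1 pairs, and with Setdb1 WT as the control of both KO libraries 7933 rose and 8474 fell. The SETDB1 share was 81.7% with GC content removed, 80.6% at the lower of the values with the implied chromosome mean added or subtracted, and 76.6% with the KO and WT libraries paired the other way. With Setdb1 WT as the control of both KO libraries, which leaves out Setdb1 WT + UNC but lets noise of the control enter both changes, it was 67.5%. The excess past 0.01 was therefore smaller but present without that library. Removing GC content (134 rising and 30 falling bins) or adding and subtracting the implied mean (136 and 28, 137 and 33) hardly changed the counts. Setdb1 KO minus Setdb1 WT correlated with GC content at 0.00824, so there was little to remove in that pair. Setdb1 KO + UNC minus Setdb1 WT + UNC correlated with it at -0.1995, so GC-linked change was removed there. The rising share over both pairs stayed at 81.7%, which argues against a linear GC bias of the pair with UNC0642 as the source. The GC test stays weak for the pair without UNC0642, and so does the test of the implied mean. Depth and batch were not tested. That SETDB1 loss raises the score of a small set of bins is a hypothesis resting on 2 KO libraries from 1 line.

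Clustered gene families were tested as a candidate explanation of the excess, on bins with at least 2 gene starts of a family. Of the 136 rising bins, 0 were zinc finger, 7 vomeronasal receptor and 5 olfactory receptor bins, and 0 of the 31 falling bins were in a family. With all family bins left out, 124 bins rose and 31 fell, a rising share of 80%, so these families do not make up the excess. Their typical change is a separate matter. Vomeronasal receptors were picked after the chromosome 13 region was seen. Over the mean of both pairs, the median change was 0.00156 in 71 zinc finger (Zfp) bins, 0.00187 in 81 vomeronasal receptor bins and 0.0016 in 284 olfactory receptor bins, against -0.000293 in all bins. The lower of 2 percentiles, among 10000 random lists matched on score and 10000 rotations of the positions, was 99.3 for zinc finger, 99.1 for vomeronasal receptor and 99.98 for olfactory receptor bins. These percentiles describe these libraries and are not p-values. All 3 families also had a lower median in Setdb1 WT + UNC than in Setdb1 WT, at -0.00257, -0.00219 and -0.00154. Without that library, in Setdb1 KO minus Setdb1 WT, the median change of zinc finger bins was -0.000196, also below 0 under both scalings, and at the percentile of 33.7 among lists matched on score and GC content. In Setdb1 KO + UNC minus Setdb1 WT, also without that library, it was 0.000729, positive under both scalings, with 57.7% of the bins rising against 49.2% of all bins. With Setdb1 WT + UNC as the control of Setdb1 KO + UNC, it was 0.00357, with 74.65% of the bins rising. Most of the rise of zinc finger bins therefore goes with the Setdb1 WT + UNC library. Whether a smaller rise remains without that library stays open, since the contrasts without it differ in sign. In Setdb1 KO minus Setdb1 WT, vomeronasal receptor bins were at 99.8 and olfactory receptor bins at 99.9 among lists matched on score and GC content. Among rotations they were at 99.24 and 99.55. Their median changes were 0.00152 and 0.000733, positive under root-mean-square scaling and quantile normalization as well. With the chromosome 13 region left out, the 77 remaining vomeronasal receptor bins were at 99.2. Reads shared between family members, which mapping-quality filters thin out, were not tested, so a technical source is not excluded.

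The Suv39h DKO libraries had the highest A shares of the 8, at 46.0% and 46.3%. With GC content removed both still held the 2 highest A shares. The subtracted chromosome mean was tested next. With the implied chromosome mean subtracted once more, Suv39h DKO + UNC had an A share of 38.9% and rank 6, below the 39.2% of Suv39h WT + UNC, while Suv39h DKO was highest at 40.3%. With it added, Suv39h DKO + UNC was highest at 54.6%, and Suv39h DKO at 52.5% was barely above Suv39h WT at 52.4%. The higher A share of either library may thus reflect the centring of the scores, and clone and genotype cannot be told apart.

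The falling regions near the start of chromosome 1 coincide with high scores in Suv39h WT. Over the first 10 Mb its mean score was 0.0269, against 0.00484 to 0.0172 in the other 7 libraries. Its deviation from the mean of the others fell along chromosome 1 with a Spearman correlation of -0.436 with position, rank 1 of the 19 autosomes by size. Because the regions that prompted it lie there, this rank for a positional gradient along chromosome 1 in that library decides nothing. Suv39h DKO + UNC minus Suv39h WT + UNC, which does not contain Suv39h WT, changed by -0.0108 over the same 10 Mb. In that pair the first 10 Mb of every other autosome changed by -0.00207 to 0.00263. This argues against the Suv39h WT library alone as the source of the fall. The limit is that the regions were named for a fall in that pair as well, and it is 1 pair of libraries. A difference between clones and an effect of SUV39H1/2 loss were not separated.

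SUV39H1 and SUV39H2 act at pericentromeric repeats, so the first 10 Mb of each autosome, next to the centromere, was tested for a common change with their loss. The mean change rose in both pairs on 4 autosomes, fell in both on 7 and had opposite signs on 8, so the commoner direction held on 7 of 19 autosomes. No common change was found at this distance. The repeats themselves are not analysed here.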
